A study of Rattus norvegicus with 12 samples.

How the data were processed

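RNA was measured in hearts of Sprague Dawley rats after a sham operation (sham), after myocardial infarction (MI) and after infarction followed by a cardiac patch (Patch). Per the labels, polyadenylated RNA was selected with oligo-dT beads, fragmented, and copied into cDNA from random hexamers before adaptor ligation, size selection and PCR. The protocol names no molecular identifiers. Reads from PCR copies of one molecule may therefore be counted as separate reads, and limits given for low counts cover counting error only.

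The deposited table gives a normalized signal for 19955 genes, listed by Ensembl rat gene ID, with one column per library. Per the labels and the column header, no aligner, counting method, genome build, annotation or normalization tool is stated. Whether the counting used strand, and how it treated reads shared by overlapping or near-identical genes, is likewise not stated. The values themselves were whole multiples of a step that was constant within each library, as gene counts divided by one factor per library would be. Dividing by that step gave whole reads for 100% of the values in each of the 10 libraries used, and the largest distance from a whole read was 4.44e-05. Recomputed median-of-ratios factors on the deposited signal lay between 1.007 and 1.014, so the deposited scaling differed little from that method. Such scaling assumes that most genes do not change, and it removes any change shared by most genes.

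The labels describe 12 samples, 4 in each group. Columns were assigned to groups by name alone. Of the columns, 4 carried MI names, 4 carried Patch names and 2 carried sham names. Another 2 columns, named ctrl1 and ctrl2, matched no sample's label and were not used here. Neither the labels nor the header says whether they hold the other 2 sham samples. If they do, each comparison with sham given here uses 2 of 4 sham libraries, and its counts would differ with all 4. The sham group therefore had 2 libraries where 4 had been planned, and the fit used 10 libraries where 12 had been planned. The numbers in the column names were not taken as the replicate numbers of the labels, since the MI and Patch numbers run beyond those of the labels and other columns are named ctrl. Libraries are therefore called here by the names the table gives them.

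Recovered totals ranged from 11420710 to 14110864 reads per library. At this depth 1 read was worth between 0.790 and 1.12 units of signal. A group whose libraries all had 3 reads or fewer for a gene was treated as being at the floor, and a fold against it was computed as a bound.

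The tests, the alternatives and the rule for naming genes were chosen before the data were examined, except where stated. Genes with a mean signal of at least 1 over the 10 libraries were kept, which left 17091. Of all genes, 81 were at 0 in each of the 10 libraries. Differences were tested with limma 3.58.1 in R 4.3.3 on log2(signal + 1), with lmFit, contrasts.fit and eBayes with a mean-variance trend. All 3 groups entered one fit and shared one estimate of the spread. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. Differences on this scale understate the change of genes with low signal. Because whole reads could be recovered, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 were run on those reads as alternatives. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for recovering reads, for checks on single libraries and for figures.

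The share of MI-versus-sham genes that moved back was the percent of called genes whose Patch-versus-MI difference had the opposite sign. Both comparisons use the same MI libraries, which alone favours opposite signs. The share was therefore set beside 100 simulations in which Patch had the MI means, beside fits that gave each comparison different MI libraries, and beside the other assignments of the 8 MI and Patch libraries.

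Named genes were to be those with a symbol, an adjusted p under 0.05, no overlap between the groups and a mean of at least 5 in the higher group, taken by the largest rise and fall. The table does not pair IDs with symbols, and 0 of its IDs matched the gene table used here. The rule was therefore applied without symbols and to MI versus sham, and no more than 2 genes that rose and 2 that fell are named, by ID. For the same reason Piezo1 and Piezo2, 5 preset gene lists and 12 marker lists were not analysed here, and checks on GC content, gene length and paralogs were void.

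The fits were tested on simulated counts with 200 changed genes, drawn from the libraries' means and sizes. In limma, 40% of the changed genes were recovered for MI versus sham and 49% for Patch versus MI, among 16812 genes tested, with 7 and 4 false calls. Among the 72 changed genes with at least a 4-fold change and a mean of at least 50, 90.3% and 95.8% were recovered. With no gene changed between Patch and sham, limma made 0 calls. For MI versus sham, edgeR made 3 false calls among 84 calls and DESeq2 made 12 among 96. For Patch versus MI, edgeR made 2 among 102 and DESeq2 made 14 among 119. Between Patch and sham, edgeR made 0 calls and DESeq2 made 1, which was false.

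Alternatives were another pseudocount (0.1), other filters (all genes above 0, or a mean of at least 5), median-of-ratios and quantile scaling, limma sample weights, fits with only the 2 groups compared, an added log2 difference of at least 1, the count models, and leaving out each library in turn. Scaling to total reads and an edgeR fit with MI2 left out were added after the data had been seen. Measures of single libraries were compared between MI and Patch by two-sided exact permutation tests over 70 arrangements, with Benjamini-Hochberg adjustment over 5 tests, also chosen after the data had been seen.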

Results

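Gene expression was profiled by RNA sequencing in rat hearts after a sham operation (2 libraries), after myocardial infarction (MI, 4 libraries) and after infarction with a cardiac patch (Patch, 4 libraries). A sham operation is surgery without the infarct. Recovered depth was 12181733 and 12220833 reads in the sham libraries, 12932419 to 14110864 in MI and 11420710 to 12565137 in Patch. Total reads were 1.36e+07 ± 494483 (SD, n = 4) in MI and 1.22e+07 ± 542471 (SD, n = 4) in Patch. The number of genes at 0 was 3316 and 3335 in the sham libraries and 2781 to 3269 in the Patch libraries. In MI it was 2400, 2642 and 2736 in MI1, MI162 and MI165, and 5474 in MI2.

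The libraries of a group were compared first. Across genes, which are not independent replicates, the Pearson correlation of log2(signal + 1) was 0.973 between the sham libraries and averaged 0.968 among the Patch libraries. Among the MI libraries it averaged 0.929. Sham and Patch libraries correlated at 0.967 on average, sham and MI at 0.919, and MI and Patch at 0.930. The median SD of a gene (log2) was 0.489 over the 4 MI libraries, 0.376 without MI2, 0.248 in Patch and 0.170 in sham. On the first principal component, which held 35.4% of the variance, MI1, MI162 and MI165 lay at 77.3 to 101.5 and the sham libraries at −55.4 and −61.0. The Patch libraries lay at −50.9 to 6.2. MI2 lay at −32.2, within the range of Patch, and was set apart from the other 9 libraries on the second component (20.6%).

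**Figure D1:**
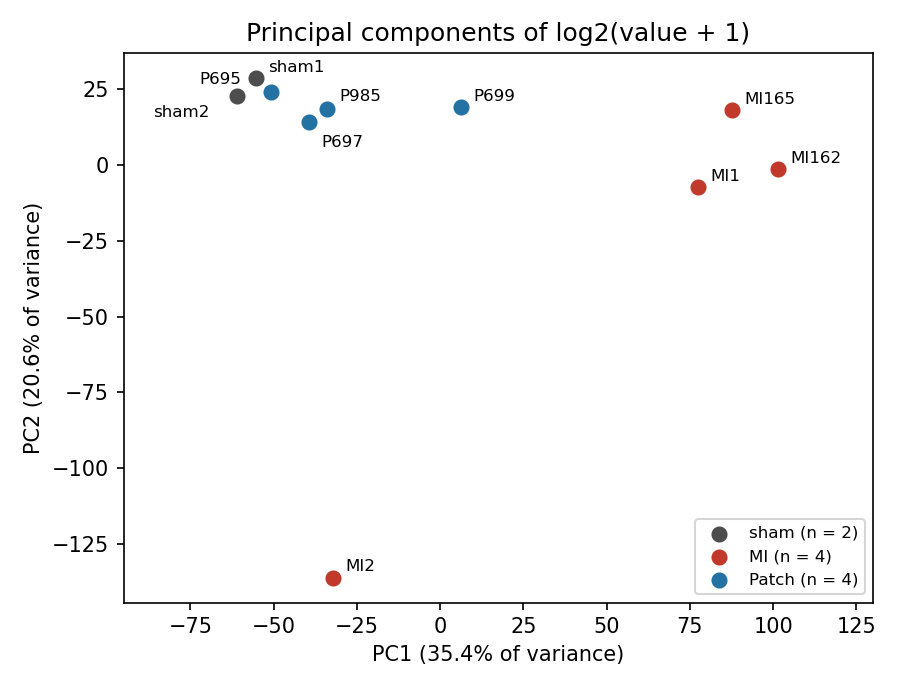
Principal components of log2(signal + 1); each point is a library, the axes are component scores with the percent of variance each component holds, and colours give the group. MI1, MI162 and MI165 lie at the right, sham and Patch libraries lie left of them, and MI2 lies apart at the bottom.

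MI2 also differed in the numbers of genes with few reads. It had 169 genes with exactly 1 read, against 632 to 979 in the other 9 libraries. Genes with 8 to 18 reads were 1.305 times as frequent per read number as genes with 2 to 6 reads in MI2, and 0.283 to 0.309 times as frequent in the other 9.

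**Figure D2:**
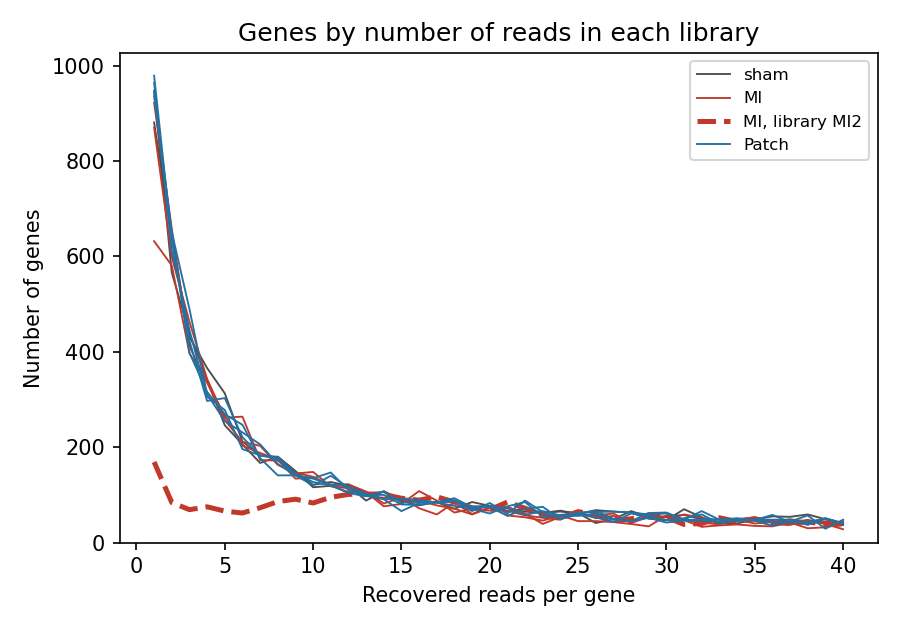
Number of genes (vertical axis) at each number of recovered reads (horizontal axis), one line per library, coloured by group with MI2 dashed. MI2 has 169 genes with 1 read, where the other 9 libraries have 632 to 979.

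MI was compared with sham to find the genes that differ after infarction. Of 17091 genes tested in limma, 2636 differed at an adjusted p under 0.05, 1248 higher and 1388 lower in MI. Of these, 1809 differed by at least 2-fold on the log2(signal + 1) scale, and the median absolute log2 difference was 1.26. The smallest adjusted p was 0.000650. Among the alternatives that kept all libraries of both groups, limma sample weights gave the most genes, 5679, and a fit with only the 2 groups compared gave the fewest, 599. The count also depended on single libraries: 4979 genes were called without MI2 and 1448 without MI162. With 2 sham libraries, the sham spread rests on a single difference per gene, and the shared estimate of the spread comes mostly from MI and Patch.

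By the naming rule, 2619 genes qualified, 1244 higher and 1375 lower. Without regard to p, the 4 MI values and the 2 sham values did not overlap in 6114 of the 17091 genes (35.8%), where chance gives 13.3%. ENSRNOG00000030187 had the largest rise, 7.71 on the log2 scale (SE 1.86, limma adjusted p 0.0214). It was at 0 reads in both sham libraries, a count that allows up to 3 reads in each, and at 315.7 ± 296 in MI (SD, n = 4), at least 95.1-fold higher. Its Patch values were 5.62, 30.1, 78.8 and, in P699, 3093, and its Patch-versus-MI difference did not pass the threshold (log2 −1.31, SE 1.52, limma adjusted p 0.598). ENSRNOG00000018570 rose by 7.51 (SE 0.936, limma adjusted p 0.00399), from 2.76 ± 3.90 in sham (SD, n = 2; 0 and 5 reads) to 605.5 ± 546 in MI (SD, n = 4). In Patch it was at 31.4 ± 23.8 (SD, n = 4), lower than in MI (log2 −4.19, SE 0.764, limma adjusted p 0.0129).

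The largest fall that met the rule was that of ENSRNOG00000018522, with a log2 difference of −4.42 (SE 1.03, limma adjusted p 0.0195). One sham library decided its size: the signal was 1914 in sham2 and 55.5 in sham1, against 15.98 ± 9.84 in MI (SD, n = 4) and 41.5 ± 3.38 in Patch (SD, n = 4). ENSRNOG00000050560 also rested on a single sham library, with 97 reads in sham1 and 3 in sham2. Its log2 difference was −3.86 (SE 1.11, limma adjusted p 0.0395). MI was at the floor for this gene, with 0 to 2 reads per library, so the fall was at least 22-fold on the group means. The gene lost its call in 9 of 16 alternatives, among them the fits without MI162 (limma adjusted p 0.0855, range over the alternatives 0.0226 to 0.121) or without any one Patch library. The sham2 count alone would show no detectable fall.

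Patch was compared with MI to find the genes that differ with the patch. In limma, 2251 genes differed at an adjusted p under 0.05, 1320 higher and 931 lower in Patch, and 1111 of them by at least 2-fold. The median absolute log2 difference was 0.99, and the smallest adjusted p was 0.00934. The count depended on single libraries. It was 4821 without MI2, but 209 without P695, 292 without P985, 611 without P697 and 649 without MI162. Leaving out either sham library, which enters only through the shared spread, gave 1446 and 1440.

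Patch was compared with sham to find the genes that still differ from surgery without an infarct. No gene passed (0 of 17091, smallest limma adjusted p 0.322). At an unadjusted p under 0.05 there were 524 genes (3.07%), fewer than the 5% that unchanged genes would give under the model. This percent depended on the fit. In limma it was 8.64% with only the 2 groups compared, 9.44% with sample weights and 5.24% without MI2. The other limma alternatives gave 2 to 3.49%. Sample weights put 10 genes past the adjusted threshold, and DESeq2 put 15. The simulated data held no gene changed between Patch and sham, so the share of such genes that this comparison would recover was not measured. The count of 0 does not show that the groups were equal, and it rests on the 2 sham libraries used, without the columns named ctrl1 and ctrl2.

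The series title speaks of reversion, so the MI-versus-sham genes were followed in Patch. Of the 2636 genes, 2629 (99.73%) had a Patch-versus-MI difference of the opposite sign. Taken one Patch library at a time, the share was 98.7 ± 1.83% (SD, n = 4), with 95.94% in P699 and 99.51 to 99.7% in the other 3. Because the comparisons share the MI libraries, the simulations with Patch at the MI means gave 60.1% on average (57.9 to 61.9%). They drew noise independently for each gene, with the same spread in all groups. Noise shared by many genes of a library is left out, so this range does not show how far such noise could raise the share. Giving each comparison different MI libraries lowered the share most, to 94.4% on average. Of the 2636 genes, 1781 (67.6%) were also called in Patch versus MI, each with the opposite sign. The simulations, with the same limit, gave at most 0.02%. This number depended on single libraries: without P695 it was 202 of 2118 genes (9.5%), without P985 277 of 1931 (14.3%), without P697 569 of 1990 (28.6%) and without MI162 568 of 1448 (39.2%), and without MI2 it was 3941 of 4979 (79.2%).

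The position of each library between sham and MI was computed after the data had been seen. It is the mean signed difference from sham over the MI-versus-sham genes, as a percent of the mean of the MI libraries, with genes and means taken from fits without that library. It was 88.9 ± 37.7% (SD, n = 4) in MI and 30.4 ± 16.8% (SD, n = 4) in Patch. This difference did not pass (two-sided exact permutation test, p = 0.0571, adjusted 0.0952; the smallest p possible is 0.0286). MI2, at 40.7%, lay below P699, at 53.6%, but these 2 values rest on different genes and different MI means. With the genes and means of the fit without MI2 for both, P699 was at 43.2%. Over genes with a mean of at least 1000 on that measure, MI2 was at 44.7% and P699 at 35.9%, so the order of the 2 libraries is not settled.

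**Figure D3:**
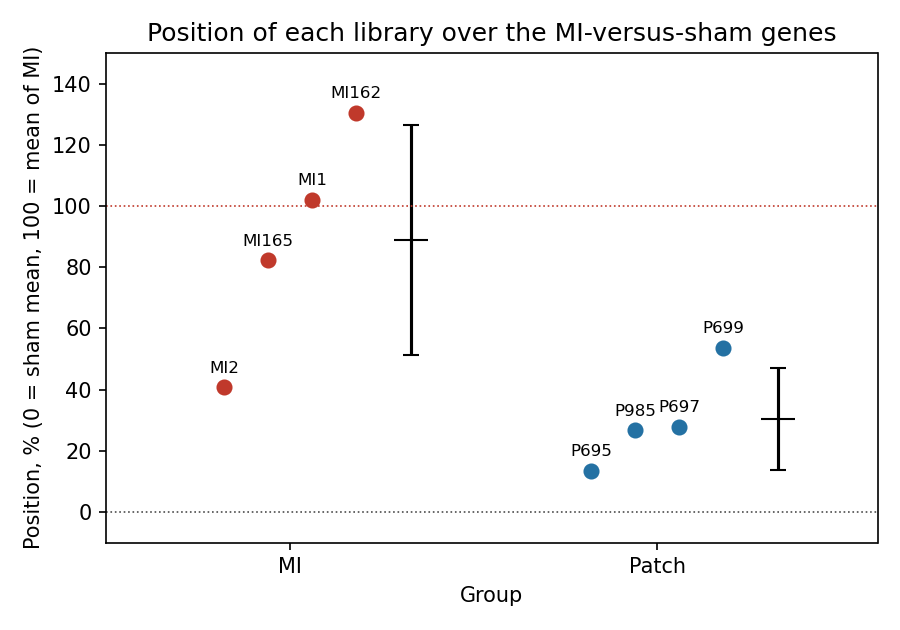
Position of each library (vertical axis, percent) by group, with points for libraries and bars for the mean ± SD (n = 4). For each library, 0 is the sham mean and 100 the mean of the MI libraries without that library. MI2 at 40.7% lies below P699 at 53.6%, each on its own genes and MI mean, and the other MI libraries lie at 82.3 to 130.5%.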

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

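The tests of few template molecules, of a minimum count, of exchanged samples and of P699 lying toward MI were chosen only after their results had been seen; so was the comparison of P699 with the Patch libraries alone. Libraries were compared within 23 sets of 4 values, and 5 sets had a library far from the others, where chance gives about 1.1. The sets are related, since several concern MI2 or P699.

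MI2 had 5474 genes at 0, where the next MI library had 2736. Its ratio of genes with 8 to 18 reads to genes with 2 to 6 reads was 1.305, where the next had 0.309. Lower depth would not account for this: the other MI libraries thinned to the depth of MI2 had 2781 genes at 0 at most. A minimum count set in processing would leave no gene with 1 to 3 reads, and MI2 had 322. A shift in cell composition like that between sham and the other MI libraries would spare genes that are level between them. Of 257 such genes with a mean of 10 to 30 reads over the other 9 libraries, 29.96% were at 0 in MI2, against 0.78% at most in those 9. Choosing genes by the mean of those 9 keeps their own share at 0 low. The pile-up of genes near 8 to 18 reads is consistent with few template molecules, each read about 11.2 times by the estimate from genes at 0 (2.26 to 3.27 in the other libraries). That estimate counts each gene at 0 as missing molecules, also where expression differs between libraries, so it can be too high. Few template molecules remain a hypothesis found and tested on the same data. Whether the loss came from RNA quality, input or amplification was not tested. A cell composition that differs in another way stays open, and no other biological explanation was tested.

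P699 had the lowest share of MI-versus-sham genes moving back, 95.94%, where the next Patch library had 99.51%. Few template molecules would show as a pile-up like that of MI2, and the ratio in P699 was 0.292, within the range of the other libraries. A weaker response of this animal to the patch, a larger infarct or another sampled region stay open and were not tested.

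P699 also had a signal of 3092.8 for ENSRNOG00000030187, where the next Patch library had 78.793. A position toward MI in general would not account for the size of this value, which was 4.41-fold above the highest MI library. The ratio of 0.292 speaks against few template molecules here too. RNA of another tissue or cell type cannot be told apart from a difference of this animal. P699 had 49 genes with at least 50 reads and more than 4-fold above every other library. That number is within the range of the other 9 libraries (2 to 75), which was the comparison set beforehand and which by itself would count against the explanation. It is also above the other 3 Patch libraries (2 to 4), so it was read as undecided, a reading chosen after the value was seen. The genes carry no names here, which keeps the source open.

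MI2 had a signal of 30.668 for ENSRNOG00000018522, where the next MI library had 11.845. With few template molecules, the gap to the mean of the other MI libraries is 1.88 molecules, with the other libraries scaled to the depth of MI2. Beforehand, about 1 molecule had been set as the mark of sampling noise and several molecules as the mark against it. The value lies between. A limit of 2 molecules was applied at first, under which the gap counted as sampling noise, and that reading was withdrawn after the value was seen. Noise and a real difference cannot be told apart with a single gene in one library. No biological explanation was tested.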

How the results depend on the processing

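Scaling to total reads, the edgeR fit without MI2 and the repeats of the number of genes called in both comparisons were chosen after the data had been seen. No paired analysis was possible because the numbers in the column names were not taken as replicate numbers, and those of the Patch columns match none of the labels, so the planned replicate block was not run. Alternatives for Piezo1, Piezo2 and the preset lists were not run either, since no ID was paired with a symbol.

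The 2636 genes of MI versus sham became 5679 with sample weights, where MI2 had the lowest weight (0.193), 4913 in edgeR without MI2, and 599 with only the 2 groups in the fit, which uses fewer samples. The fits that each left out one library gave 1448 (without MI162) to 4979 (without MI2), and the latter held 2635 of the 2636 genes. The 2251 genes of Patch versus MI became 5383 with sample weights, 3546 in DESeq2, 4884 in edgeR without MI2, 1437 with the 2 groups alone and 1111 with the added log2 difference, which can only remove genes. Leaving out one library gave 209 (without P695) to 4821 (without MI2). Why P695 lowers the count so far was not tested, and the cause of the DESeq2 count was not tested.

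Patch versus sham gave 10 genes with sample weights, 15 in DESeq2 and 0 to 2 without one library (2 without P695); the cause was not tested. The other alternatives gave 0. Leaving out a sham library left 1 sham library, and no comparison with sham was run in those fits. How far the comparisons with sham depend on a single sham library was therefore not measured.

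edgeR on all libraries gave 2511, 2078 and 0 genes for MI versus sham, Patch versus MI and Patch versus sham, and DESeq2 gave 3798 for MI versus sham. Over the remaining alternatives for pseudocount, filter and scaling, the counts stayed within 1.5 times the reported ones.

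The balance of higher and lower calls depends on scaling. With total reads, 73.5% of 3043 MI-versus-sham calls were higher, against 47.3% as reported, and 30.2% of 2670 Patch-versus-MI calls, against 58.6%. The median log2 difference of all genes was 0.24 and −0.17 under that scaling, against 0.012 and 0.002 as reported. With only the 2 groups compared, 73% of the MI-versus-sham calls were higher.

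The share moving back was 99.12 to 99.87% under the alternatives other than different MI libraries for the 2 comparisons, which gave 94.4% (83.5 to 99.5% over 6 divisions), with fewer samples in each fit. The 1781 genes called in both MI versus sham and Patch versus MI became 4477 with sample weights, 2753 in DESeq2, 3983 in edgeR without MI2, 431 with the 2 groups alone, and 202 (without P695) to 3941 (without MI2) when one library was left out. In each of these alternatives the genes called in both had opposite signs. Among the named genes, ENSRNOG00000030187 and ENSRNOG00000018570 stayed past the threshold in all 16 alternatives run for them (adjusted p 0.00520 to 0.0497 and 0.000406 to 0.0176). ENSRNOG00000018522 did in 15 (0.00814 to 0.0792, the highest with only the 2 groups compared) and ENSRNOG00000050560 in 7 (0.0226 to 0.121). The latter lost its call without MI162 (0.0855), MI165 (0.0715), P695 (0.0537), P697 (0.0594), P699 (0.0526) or P985 (0.0560), with quantile scaling, with the stricter filter and with the 2 groups alone. No direction of these 4 genes changed. ENSRNOG00000050560 had 0 to 2 reads in MI, and ENSRNOG00000030187 had 0 reads in both sham libraries. Which of these genes depth limits most was not tested.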

Other observations

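Tests on the position of MI2 and on the spread shared with MI were chosen only after the result had been seen.

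Of the 35 splits of the 8 MI and Patch libraries into 4 and 4, the real one alone (1 of 35) gave as many as 2251 genes. The next highest, 1580 genes, came from exchanging MI2 and P699, and the median of the other splits was 0. For the share moving back, 6 of the 70 assignments of these libraries had any MI-versus-sham call, and only these 6 have a share. In 5 of these 6 the share was as high. One of the 5 is the real assignment, and the other 4 reached 100% on 3, 2, 1 and 1 called genes. A share over so few genes is not comparable with one over 2636, so this count decides nothing about the share. The exchange of MI2 and P699, with 1988 called genes, gave 99.7%. Noise of the MI libraries that both comparisons share would bring the share to about 50% once different MI libraries serve the comparisons, and it stayed at 94.4%.

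MI2 lay near the Patch libraries. Measured by the genes and means of a fit without MI2, it was at 40.7%, where the Patch libraries lay at 12.5 to 43.2%. Few template molecules add noise mainly to genes with few reads, so genes with a mean of at least 1000 would put MI2 with the other MI libraries. They put it at 44.7%, with the other MI libraries at 81 to 114.8% and the Patch libraries at 4.9 to 35.9%. The other MI libraries set the genes and means of this measure and MI2 did not, which by itself favours a gap. With that limit, the value of MI2 argues against few template molecules as the explanation of its position. It concerns one library, and the reading was changed after the value was seen. A first criterion, which asked only for a position above 50% of that of the lowest other MI library, had given the opposite call. It used positions from fits without each library, with MI2 and P699 both at 44.7% and the other MI libraries at 82.8 to 143.8%. A mislabelled or exchanged sample cannot be told apart from a smaller infarct or another sampled region, which were not tested. The position of 40.7% is the observation itself and does not count for an exchange. On the abundant genes MI2 lay above the highest Patch library on the same measure, by a margin that one library does not decide. MI2 was kept in its labelled group throughout.

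Unadjusted p-values under 0.05 were scarce in Patch versus sham (3.07% of genes). The spread of the MI libraries in the shared variance may be a cause: without them the share was 8.64%, still with 0 genes past the adjusted threshold.

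MI and Patch libraries differed in 2 other ways, and whether the groups explain them was not tested. Total reads were higher in all 4 MI libraries than in all 4 Patch libraries (two-sided exact permutation test, p = 0.0286, adjusted 0.0715 over 5 tests). The 200 genes with the most reads held 30.5 ± 1.37% of reads in MI and 34.8 ± 1.37% in Patch (SD, n = 4; exact p = 0.0286, adjusted 0.0715). Neither passed the adjustment, and 0.0286 is the smallest p possible. In sham1 and sham2 the 200 genes held 36.2% and 35.9% of reads, and total reads were 12220833 and 12181733. On both measures the sham libraries lay within the range of Patch and outside that of MI. The share of the 10 genes with the most reads (exact p = 0.0857, adjusted 0.107) and the number of genes at 0 (exact p = 1) did not pass either. The result for genes at 0 depends on MI2, which had 5474. MI1, MI162 and MI165 had 2400, 2642 and 2736, fewer than any Patch library (2781 to 3269).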
